A study of Mus musculus with 4 samples. Its data were reported in "Simultaneous STING and lymphotoxin-β receptor activation induces B cell responses in tertiary lymphoid structures to potentiate antitumor immunity" (2025).

How the data were processed

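Single-cell RNA was measured in 4 libraries of live CD45+ cells sorted from subcutaneous KPC tumours, a mouse pancreatic cancer line, grown in C57BL/6 mice. The libraries came from untreated mice, from mice given the STING agonist ADU-S100 into the tumour, from mice given an agonist antibody against the lymphotoxin-β receptor (anti-LTβR), and from mice given both (combination). Tumours were pooled within each group before sorting, so each group had 1 library and no replicate. The data are the second of 2 experiments in the study; the first is not analysed here.

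The matrices hold unique molecular identifier (UMI) counts per gene and cell, written by Cell Ranger 8.0.1 per the file headers, with no normalization. The deposited counts were checked to be whole numbers. The labels name a GEM-X 5′ kit, whereas the methods of the study name an earlier 5′ kit and an earlier Cell Ranger version, so the version per the file headers is the one given here. All 33696 features carry an identifier and a symbol in the files. Of these identifiers, 31961 were found in the GENCODE M21 reference, so the files use a later annotation, and no coordinates are given.

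Cells were kept with the limits stated in the methods of the study, which are 300 to 5000 genes and at most 6% of UMIs from mitochondrial genes. Those methods do not mention doublets. Scrublet, as implemented in scanpy 1.11.5, was run per library, but its automatic threshold marked 0, 0, 1 and 0 cells. The cells with the highest scores were therefore removed, up to a share of 0.4% per 1000 deposited cells, as fixed in advance. This removed 305, 949, 857 and 1066 cells. Of these, 260, 885, 816 and 1032 had passed the other limits, and 21.9, 2.15, 9.68 and 5.81% of them held genes of both T cells and macrophages, against 0.599, 0.0744, 0.287 and 0.286% of kept cells.

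Kept cells of the 4 libraries were clustered together. Counts were scaled to 10000 UMIs per cell and log-transformed, 2000 variable genes were chosen without immunoglobulin and T cell receptor variable, mitochondrial and ribosomal genes, and 30 components and a shared-nearest-neighbour graph of 20 neighbours were computed. Leiden clustering (leidenalg 0.10.2, igraph 0.11.9) at resolution 1 gave 36 clusters. Each cluster took the class with the largest share of its fixed markers at least 2-fold above all other cells and detected in at least 10% of the cluster. A cluster stayed unnamed with fewer than 3 such markers, when another class had more markers among its top 10 genes, or when its median depth was low and none of its own markers was in its top 10. B class cells other than plasma cells, CD4 T cells and CD8 T cells were clustered again and named by the same rule. A subset cluster also stayed unnamed at any depth when none of its own markers was in its top 10. Cells of the plasma clusters were not clustered again. They were all named plasma-like, so no other B cell subset could be named among them. The marker lists were fixed in advance, but the scoring thresholds were set after the data were seen, and the authors' own names for cells are not used here, so differences from the study may come from the rebuilt names. Plasma cells were counted in the B class. Within the T class, CD4 cells had a Cd4 UMI and no Cd8a or Cd8b1 UMI, CD8 cells the reverse, and gamma-delta cells a Trdc UMI and no Trac, Trbc1 or Trbc2 UMI.

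The isotype of a B class cell was the one of IgM, IgD, IgG, IgA and IgE with most heavy-chain constant UMIs, in cells with at least 3 such UMIs. The same call in T class cells served as the background, from free RNA or any other source.

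Gene levels were computed as CPM from UMIs summed over the cells of a library, over all kept leukocytes or within a class, with no factor other than the total. Genes with at least 200 UMIs over the 2 libraries compared entered the within-class comparisons, with 0.5 UMI added to each sum. Per class and comparison with untreated, the rule for named genes took the 3 largest rises and 3 largest falls, without immunoglobulin, T cell receptor, mitochondrial, sex-linked and predicted genes and markers of other classes. Some genes of the lists are not reported here. Beside these stand a fixed list of 35 genes and a list of 30 interferon-stimulated genes. Most of the 35 are genes that the study reported in whole tumours, where its text names only IgG among the heavy chains. The median log2 ratio of the interferon list was set against 10000 random lists matched on expression, with an interval from 1000 Poisson resamples.

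With 1 library per group, no test between groups was run and no p-value is given. Cells are not replicates, and no replicate check of any difference was possible. Shares carry exact Clopper-Pearson 95% intervals, ratios of shares 95% log-normal intervals, CPM exact Poisson 95% intervals, and ratios of CPM exact binomial 95% intervals. These intervals, and the limit of 3 counts given for a count of 0, cover counting error only, not variation between mice, tumours or libraries. Those of CPM, of ratios of CPM and of the interferon list take each UMI as an independent draw. They also leave out variation between cells, and are too narrow where a few cells hold most UMIs of a gene. With 1 library per group, a cluster mostly of 1 library may be that library, not a type.

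The step that computes log2 ratios was tested on counts simulated for the T class, combination against untreated, with 6576 genes of which 200 were changed by 2 on the log2 scale. Of the changed genes, 189 were among the 200 largest ratios, their medians were 1.96 and -2.01, and 95.3% of the intervals held the true value. A simulated list of 30 raised genes lay at percentile 100 of random lists and a list of 30 unchanged genes at percentile 19.9. The counts were drawn as independent Poisson values per gene, which is the model that the intervals assume. The coverage therefore checks the computation only. UMIs held by a few cells and genes that vary together were not simulated.

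Alternatives laid down before the data were examined were no doublet removal, the minimum of 300 genes as the only limit, resolution 2 or 0.5, thinning of every cell to 2000 UMIs with shallower cells left out, and naming each cell on its own without clusters. For isotypes they were 10 UMIs in place of 3, and cells chosen by at least 2 of 6 B cell genes. For gene levels they were all deposited cells, immunoglobulin genes out of the total, TMM factors from edgeR 4.0.16 in R 4.3.3, and a minimum of 50 UMIs. A pair of alternatives was chosen after seeing the data, which leave out cells outside the neutrophil class with under 2.5% of UMIs from ribosomal protein genes and leave neutrophils out of the denominator. Neutrophils were exempt from the first because most of them are under that limit, so their own share rises with it. The rest of the work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.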

Results

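The data are UMI counts per gene and cell in 4 libraries of CD45+ cells sorted from KPC tumours on day 14 of treatment, 1 library for each of the untreated, ADU-S100, anti-LTβR and combination groups. Sets of 4 values are in this order. The deposited matrices held 8730, 15404, 14634 and 16322 cells with 62248447, 85855398, 73704334 and 52109958 UMIs. Median UMIs per deposited cell were 4712, 3187, 3730.5 and 2157.5, so the combination library was the shallowest. After the limits on genes, mitochondrial UMIs and doublets, 7516, 13441, 13225 and 14666 cells were kept, of which 7362, 13223, 13025 and 14389 were leukocytes. Clusters of non-leukocytes made up 2.05, 1.62, 1.51 and 1.89% of kept cells and were left out of the shares.

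The first comparison asked which leukocyte classes differed in share between the agonists and untreated tumours, and between the combination and each agonist alone. B class cells, plasma cells included, were 1.52% of leukocytes in the untreated library (112 cells, 95% interval 1.25 to 1.83%). They were 0.567% (75 cells, 0.446 to 0.710%) with ADU-S100, 4.13% (538 cells, 3.80 to 4.49%) with anti-LTβR and 7.17% (1032 cells, 6.76 to 7.61%) with the combination. The ratio to untreated was 0.373 (0.279 to 0.499) for ADU-S100, 2.72 (2.22 to 3.32) for anti-LTβR and 4.71 (3.89 to 5.72) for the combination. The combination share was 12.6 times (10.0 to 16.0) that of ADU-S100 alone and 1.74 times (1.57 to 1.92) that of anti-LTβR alone. As a share of B, T and NK cells, the B class made up 5.90% (4.88 to 7.05%), 7.31% (5.79 to 9.08%), 16.3% (15 to 17.6%) and 32.0% (30.4 to 33.6%).

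Neutrophil class cells were 5.98% of leukocytes (5.45 to 6.54%) in the untreated library and 36.3% (35.5 to 37.1%) with ADU-S100 alone, a ratio of 6.07 (5.53 to 6.67). With anti-LTβR they were 7.05% (6.61 to 7.50%) and with the combination 8.58% (8.12 to 9.05%). The combination share was 0.236 times (0.223 to 0.250) that of ADU-S100 alone. Of all alternatives, thinning moved the class shares most, and the neutrophil ratio of the combination to ADU-S100 became 0.0360. Thinning to 2000 UMIs left out 1594, 3976, 3429 and 6747 kept cells, and 53.2, 40.7, 69.5 and 93.1% of neutrophil class cells were under that depth. The thinned neutrophil shares were 3.54, 30.6, 2.94 and 1.10%. Their ratio to untreated fell below 1 for anti-LTβR (0.830) and for the combination (0.311), so no direction is read for these 2 comparisons. The thinned B class shares were 1.41, 0.642, 4.32 and 7.50%.

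T class cells were 20.9% of leukocytes (20 to 21.9%), 5.76% (5.37 to 6.17%), 16.8% (16.2 to 17.5%) and 12.6% (12.1 to 13.2%). Their ratio to untreated was 0.276 (0.254 to 0.299) for ADU-S100, 0.805 (0.759 to 0.853) for anti-LTβR and 0.603 (0.567 to 0.642) for the combination, and the combination was 2.19 times (2.02 to 2.37) ADU-S100 alone. NK class cells were 3.37, 1.43, 4.42 and 2.63%, and dendritic cells (DC) 8.91, 3.86, 6.00 and 5.59%. Macrophages and monocytes were 47.9, 44.8, 55.6 and 55.4%, with ratios to untreated of 0.936 (0.908 to 0.964), 1.16 (1.13 to 1.20) and 1.16 (1.13 to 1.19). The direction of the first changed to 1.38 with neutrophils out of the denominator and to 1.04 with thinning, and that of the third to 0.976 without clusters. Mast cells and basophils were 0.285, 0.0832, 0.0921 and 0.111%. Cells of unnamed clusters made up 11.1, 7.19, 5.83 and 7.86% of leukocytes, and 21.5, 14.7, 18.2 and 27.7% after thinning.

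**Figure D1:**
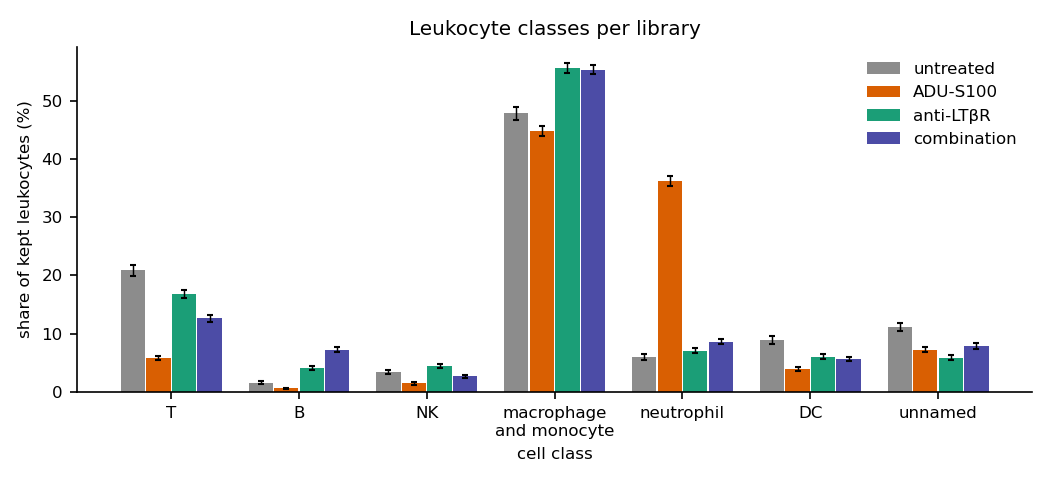
Share of kept leukocytes (%) in each cell class, with 1 bar per library and 95% counting intervals. The B class stood at 7.17% in the combination library against 1.52% in the untreated library, and the neutrophil class at 36.3% in the ADU-S100 library.

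The second comparison asked which B cell subsets made up the B class. Plasma-like cells were most of it, with 105, 67, 398 and 823 cells, or 1.43% (1.17 to 1.72%), 0.507% (0.393 to 0.643%), 3.06% (2.77 to 3.37%) and 5.72% (5.35 to 6.11%) of leukocytes. Their ratio to untreated was 0.355 (0.262 to 0.482) for ADU-S100, 2.14 (1.73 to 2.65) for anti-LTβR and 4.01 (3.28 to 4.90) for the combination. Follicular-like cells numbered 3, 2, 31 and 76, with ratios of 5.84 (1.79 to 19.1) for anti-LTβR and 13 (4.09 to 41.1) for the combination. Memory-like cells numbered 3, 2, 73 and 62, with ratios of 13.8 (4.34 to 43.6) and 10.6 (3.32 to 33.7). Naming each cell without clusters moved these values most, and the memory-like ratio for anti-LTβR became 3.85. For ADU-S100 alone, 2 cells of each subset were too few to tell a difference from untreated. No cluster was named germinal-centre-like, but such cells inside other clusters would not be counted, so no limit on their share is given. Naming each cell without clusters gave 3, 1, 1 and 7 such cells. Unnamed B class cells numbered 1, 4, 36 and 71.

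The study split plasma cells further by marker levels, so 6 genes were measured over plasma-like cells, with immunoglobulin genes out of the total. Against untreated, Sdc1 differed by a log2 ratio of -0.36 (-0.83 to 0.09), 0.23 (-0.08 to 0.57) and 0.05 (-0.27 to 0.39) for ADU-S100, anti-LTβR and the combination, and no difference was detectable at this depth. With immunoglobulin genes in the total, the value for ADU-S100 was -0.53 (-0.99 to -0.08), so that call depends on the total. Slc3a2 was higher by 0.74 with ADU-S100 and 0.41 with the combination. For anti-LTβR it stood at 0.26 (0.07 to 0.46), or 0.18 (-0.01 to 0.38) with immunoglobulin genes in the total, so no difference is read. Irf4 was lower, at -0.65, -0.28 and -0.46. Ikzf3 was higher with anti-LTβR (0.64, 0.28 to 1.05) and the combination (0.52, 0.15 to 0.92). Prdm1 stood at 0.10, -0.01 and -0.21 and Stat3 at -0.29, -0.02 and 0.13.

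The third comparison asked which immunoglobulin isotypes the B class cells expressed. IgG cells numbered 66, 43, 249 and 535, or 0.896, 0.325, 1.91 and 3.72% of leukocytes, with ratios to untreated of 0.363 (0.247 to 0.532), 2.13 (1.63 to 2.79) and 4.15 (3.22 to 5.35). IgM cells numbered 14, 12, 179 and 328, or 0.19, 0.0908, 1.37 and 2.28%, with ratios of 7.23 (4.20 to 12.4) for anti-LTβR and 12.0 (7.03 to 20.4) for the combination. Leaving out cells with few ribosomal protein UMIs moved the isotype shares most, to an IgM ratio of 20.9 for the combination. IgA cells numbered 9, 6, 36 and 58, with ratios of 2.26 (1.09 to 4.69) for anti-LTβR and 3.30 (1.63 to 6.65) for the combination. IgD cells numbered 1, 1, 3 and 6, too few for a ratio. No cell was called IgE, which allows shares of up to 0.0501, 0.0279, 0.0283 and 0.0256% by the exact intervals. After thinning, 1 cell of the untreated library was called IgE.

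Free RNA can give isotype UMIs to cells that are not B cells, so the same call was made in T class cells. Of B class cells, 58.9, 57.3, 46.3 and 51.8% were called IgG, against 1.17, 0.656, 6.75 and 16.1% of T class cells. IgM was called in 12.5, 16.0, 33.3 and 31.8% of B class cells, against 4.16, 4.07, 6.34 and 7.44% of T class cells. In the untreated and ADU-S100 libraries, T class cells were thus called IgM more often than IgG, whereas B class cells were called IgG more often. Free RNA may therefore not be the only source of the IgM calls in T class cells, which was not tested. IgA was called in 8.04, 8, 6.69 and 5.62%, against 0, 0, 1.83 and 0.771%. Median UMIs were 3233.5, 9742, 5529.5 and 2546 in the B class and 3239, 3296.5, 2805 and 1573 in the T class. At a minimum of 10 UMIs, 0.0650, 0.131, 0.0913 and 0.22% of T class cells were called IgG, and the B class still held 52, 38, 219 and 424 IgG cells and 10, 9, 143 and 232 IgM cells. At least 1 IgG UMI was found in 60.9% of T class cells of the combination library and in 55.6 to 60.6% of the NK, macrophage and monocyte, neutrophil and DC classes.

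**Figure D2:**
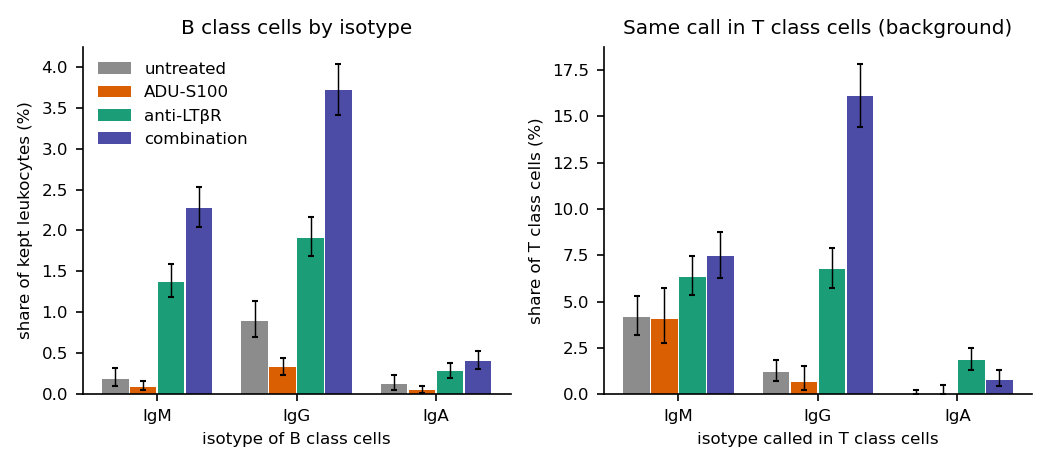
Share of kept leukocytes (%) that are B class cells of each immunoglobulin isotype, with 1 bar per library and 95% counting intervals. IgG reached 3.72% and IgM 2.28% in the combination library, from 0.896% and 0.19% in the untreated library.

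**Figure D3:**
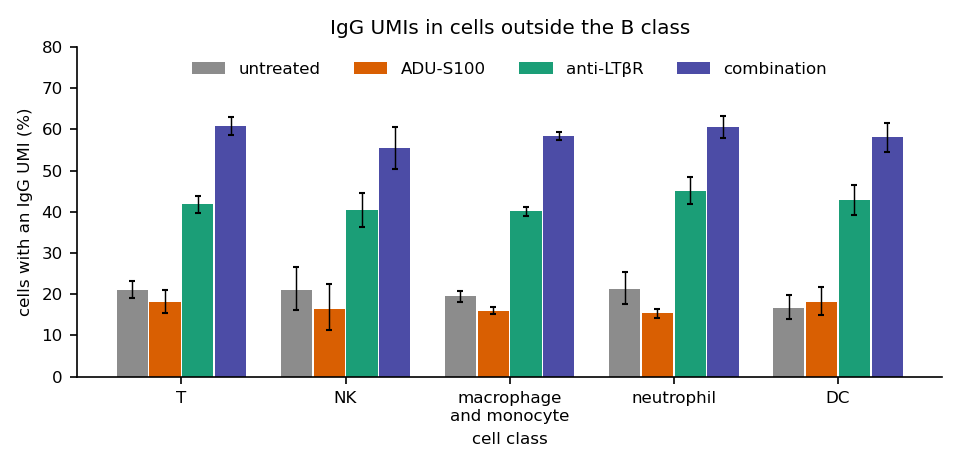
Share of cells (%) with at least 1 IgG UMI in 5 classes other than B, with 1 bar per library and 95% counting intervals. The share of T class cells was 21.1, 18.1, 41.9 and 60.9% in the untreated, ADU-S100, anti-LTβR and combination libraries.

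The fourth comparison asked how CD4 T cell subsets differed. CD4 cells numbered 263, 114, 371 and 185. A CD4 call was made in 17.1, 15, 16.9 and 10.2% of T class cells, and in 2.68, 0, 0.558 and 0.581% of B class cells as background. Naive-like cells were 0.760% of CD4 cells (0.0922 to 2.72%) in the untreated library, 1.75% (0.213 to 6.19%) with ADU-S100, 6.47% (4.19 to 9.47%) with anti-LTβR and 13% (8.49 to 18.7%) with the combination, on 2, 2, 24 and 24 cells. The ratio to untreated was 8.51 (2.03 to 35.7) for anti-LTβR and 17.1 (4.08 to 71.3) for the combination. Naming each cell without clusters moved it most, to 2.05 for the combination. Over all T class cells, Ccr7 was higher by a log2 ratio of 0.57, 0.25 and 1.16 for ADU-S100, anti-LTβR and the combination.

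Treg-like cells were 36.1% (30.3 to 42.3%), 27.2% (19.3 to 36.3%), 14.8% (11.4 to 18.9%) and 14.6% (9.84 to 20.5%) of CD4 cells. Foxp3, which took part in naming them, stood at log2 ratios of -0.58, -1.17 and -1.76 over the T class. Tfh-like cells were 2.66, 5.26, 9.97 and 11.9%, with ratios to untreated of 3.75 (1.70 to 8.27) for anti-LTβR and 4.47 (1.95 to 10.2) for the combination. In 4 of the 6 alternatives no cluster was named Tfh-like, so this subset depends on the clustering. Over the T class, Cxcr5 was higher by 1.09, 1.36 and 1.80, Bcl6 by 0.97, 0.83 and 0.58, and Il21 by 0.64 (-0.26 to 1.51), 1.60 (0.99 to 2.29) and 1.45 (0.74 to 2.21) on 27 UMIs in the untreated library. Th2-like cells were 4.56, 5.26, 9.16 and 3.24%, with a ratio of 2.01 (1.06 to 3.80) for anti-LTβR and 0.711 (0.272 to 1.86) for the combination. A few cells set the T class levels of Il4, Il5 and Il13. In the untreated library, 1 cell held 339 of 350 Il5 UMIs and 149 of 172 Il13 UMIs, and in the anti-LTβR library 1 cell held 93 of 171 Il4 UMIs, so no order is read from them. The log2 ratios were -0.51, 2.97 and 0.41 for Il4, -4.37, -2.22 and -4.30 for Il5, and -3.97, 1.08 and -1.57 for Il13.

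Th17-like cells were 17.1, 16.7, 16.4 and 4.32% of CD4 cells, a ratio of 0.253 (0.122 to 0.523) for the combination. Without clusters the ratio was 0.680 (0.342 to 1.35), where a difference was not detectable. Within CD4 cells Il17a stood at a log2 ratio of 0.12 (-0.49 to 0.67) for the combination. In the untreated library 3 cells held 44 of 84 UMIs, and in the combination library 3 cells held 33 of 38. A few cells set this level, so it is not read against the share. Over the whole T class Il17a stood at 0.99, -0.23 and 0.70, with 264 of 346 UMIs of the combination library in 3 cells. Il17f stood at 1.42, -2.33 and 1.17 and Ccr6 at -0.39, -0.55 and -0.40. Th1-like cells were 19.0, 9.65, 17.5 and 22.2%, with ratios of 0.508 (0.275 to 0.938), 0.922 (0.660 to 1.29) and 1.17 (0.807 to 1.68), so a difference was not detectable for anti-LTβR and the combination. Ifng over the T class stood at -0.08, -0.42 and -0.17 and Cxcr3 at 0.21, 0.23 and 0.14. Unnamed cells were 19.8, 34.2, 25.6 and 30.8% of CD4 cells.

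The fifth comparison asked about CD8 T cells and the share of each T cell lineage. Memory-like cells were 11.8% (9.20 to 14.9%) of 533 CD8 cells in the untreated library, 32.4% (26.3 to 39.1%) of 219 with ADU-S100, 36.0% (32.4 to 39.8%) of 669 with anti-LTβR and 40.2% (36.5 to 44.0%) of 684 with the combination. The ratios to untreated were 2.74 (2.03 to 3.70), 3.05 (2.37 to 3.92) and 3.4 (2.65 to 4.36). No doublet removal moved this family most, to a ratio of 0.364 for effector or exhausted cells with the combination. These cells were 49.7, 31.5, 30.2 and 40.8% of CD8 cells, and the ratio for the combination, 0.820 (0.725 to 0.929), became 1.24 at doubled resolution, so no direction is read. Unnamed cells were 38.5, 36.1, 33.8 and 19.0% of CD8 cells.

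Of all leukocytes, CD4 cells were 3.57, 0.862, 2.85 and 1.29%, CD8 cells 7.24, 1.66, 5.14 and 4.75%, gamma-delta cells 0.638, 0.166, 0.522 and 0.299% and Treg-like cells 1.29, 0.234, 0.422 and 0.188%. The calls need a UMI, and the T class of the combination library was the shallowest. The ratio of CD4 cells to untreated for the combination was 0.360 (0.299 to 0.433) and 0.269 after thinning, and that of CD8 cells 0.657 (0.588 to 0.733) and 0.561. The CD8 call was made in 34.6, 28.7, 30.5 and 37.7% of T class cells and in 0, 0, 2.04 and 0.872% of B class cells. The gamma-delta call was made in no B class cell, where 0 of 112, 75, 538 and 1032 cells has an upper 95% bound of 3.24, 4.80, 0.683 and 0.357%.

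**Figure D4:**
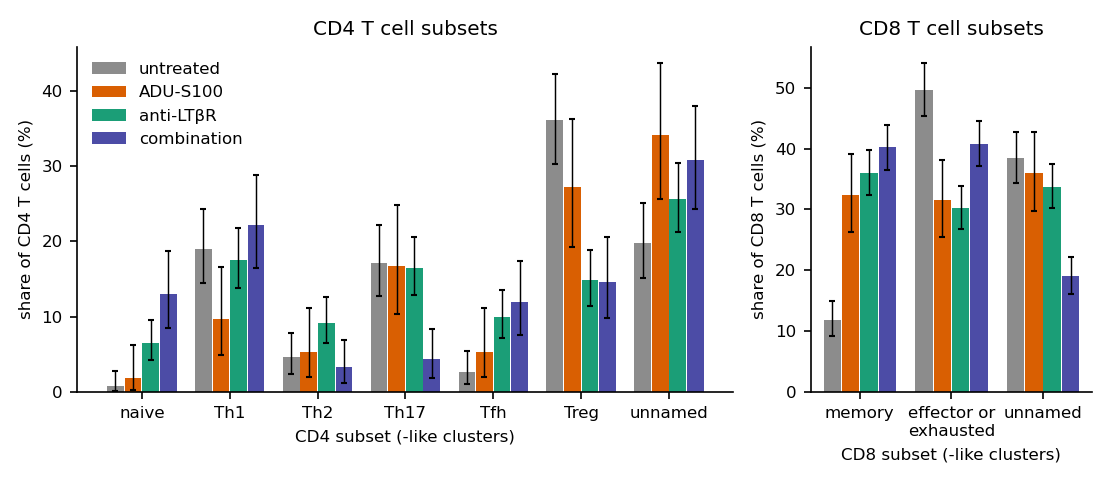
Share of CD4 T cells (%) and of CD8 T cells (%) in each subset, with 1 bar per library and 95% counting intervals. Treg-like cells were 36.1% of CD4 cells in the untreated library and 14.6% in the combination library, and memory-like cells 11.8% and 40.2% of CD8 cells.

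The sixth comparison took the fixed list of 35 genes and asked how they stood in sorted leukocytes. Tnf (ENSMUSG00000024401) was at 57.5 CPM (55.3 to 59.8), 261 (257 to 265), 66.1 (64.1 to 68.2) and 59.5 (57.2 to 61.8), and its log2 ratio for ADU-S100 was 2.18 over all leukocytes and 1.91 within macrophages and monocytes. Il10 (ENSMUSG00000016529) was at 17.2 CPM (16.0 to 18.5), 45.3 (43.7 to 47.0), 25.4 (24.2 to 26.7) and 29.3 (27.7 to 30.9). Mzb1 (ENSMUSG00000024353) was at 48.7 CPM (46.7 to 50.8), 30.8 (29.5 to 32.2), 149 (146 to 152) and 204 (199 to 208), and within the B class its log2 ratios were only -0.16, -0.06 and -0.17. Pdcd1 (ENSMUSG00000026285) was at 59.5 CPM (57.3 to 61.9), 14.6 (13.7 to 15.5), 26.2 (24.9 to 27.5) and 26.0 (24.5 to 27.5), and within the T class at log2 ratios of -0.55, -0.99 and -0.50. Counting all deposited cells moved this family most, and Ighe for ADU-S100 went from 0.27 (-0.28 to 0.86) to -0.29.

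A change over all leukocytes can come from cell shares alone, so the class with most UMIs of each gene was measured too. In the T class, log2 ratios for ADU-S100, anti-LTβR and the combination were 1.04, 0.17 and 0.19 for Il12rb2, 0.75, 0.25 and 0.37 for Stat4, 0.56, -0.11 and -0.76 for Gzmb, and -0.04, 0.11 and -0.19 for Tbx21. Over all leukocytes they were -0.21, 0.14 and -0.16, -0.24, -0.05 and -0.37, -0.70, 0.09 and -1.06, and -1.19, 0.05 and -0.66. With all deposited cells, among values whose interval excluded 0, Il12rb2 changed sign for ADU-S100 and the combination, and Ltb and Stat4 for anti-LTβR. Ltb in the T class stood at -0.34, -0.05 and -0.17, Lta at -0.28, -0.29 and -0.45, Fasl at 0.34, 0.06 and -0.24, Cd27 at -0.47, -0.20 and -0.17, and Cd40lg at 0.43, 0.66 and -0.03. In macrophages and monocytes, Cd274 stood at 0.31, 0.24 and 0.18, Cd40 at 0.21, 0.22 and 0.23, Tgfb1 at 0.17, 0.45 and 0.29, and Tnfsf13b at -0.56, -0.53 and -0.64. In the same class, Tnfsf14 stood at 0.57, 0.14 and -0.10, Tlr7 at 0.28, 0.03 and -0.37, Il21r at -0.26, -0.04 and -0.01, Tnfsf13 at 0.04, 0.10 and 0.04, and Tnfrsf13b at -0.45, -0.29 and -0.07.

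Cxcr5 was higher over all leukocytes by 0.76, 1.23 and 1.47. Il21 stood at -1.004, 1.32 and 0.77, and Ifng at -1.55, -0.46 and -0.80. Tnfrsf17 was higher by 2.33 and Tnfrsf13c by 1.47 with anti-LTβR, and by 2.29 and 1.84 with the combination. Within the B class Tnfrsf17 stood at 0.30, 0.70 and 0.11 and Tnfrsf13c at 1.08, 1.24 and 1.09, the latter on 21 UMIs in the untreated library. Of the heavy-chain constant genes, Ighm stood at 1.14, 3.28 and 4.11, Ighd at -1.60, 1.90 and 2.12, Ighg1 at -0.91, 1.49 and 1.77, Ighg2b at 0.92, 4.11 and 4.98, Ighg2c at -0.63, 2.73 and 2.90, Igha at -1.23, 1.48 and 1.78, and Ighe at 0.27, -0.01 and 2.48. In the untreated B class, 1 cell held 68.6% of Ighm UMIs and 70.8% of Ighg2b UMIs, so the ratios of these genes depend on that cell. Ighg3 had 1, 8, 1409 and 8783 UMIs over all leukocytes, a log2 ratio of 9.38 (7.49 to 15.27) for anti-LTβR and 12.48 (10.59 to 18.37) for the combination. In the B class it had 0 UMIs in the untreated library. For that 0, the limit of 3 counts gives 101-fold with anti-LTβR and 585-fold with the combination. With anti-LTβR, 1 cell held 1341 of 1401 UMIs.

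**Figure D5:**
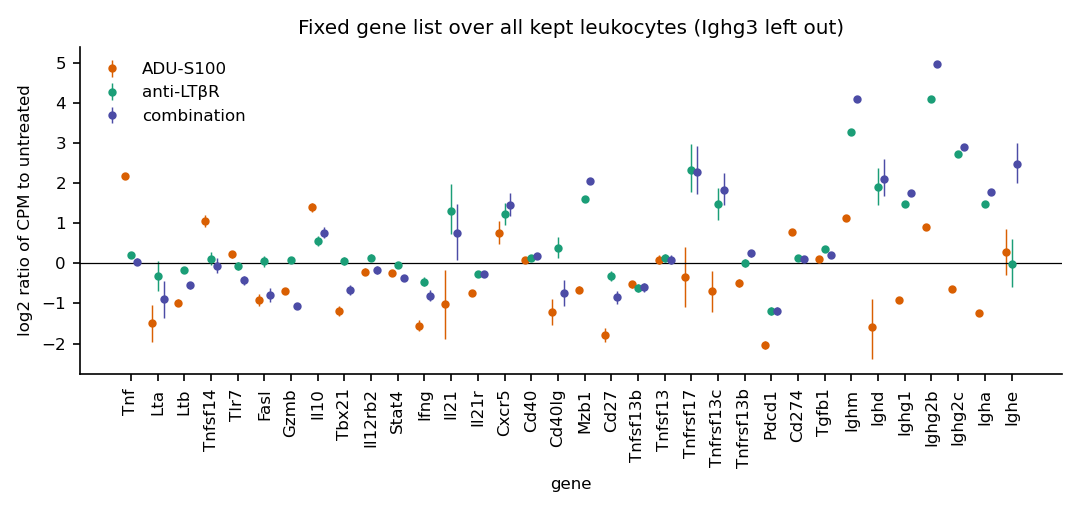
Log2 ratio of CPM to the untreated library for the genes of the fixed list over all kept leukocytes, with 1 mark per agonist library and 95% counting intervals. Mzb1 stood at 2.06 and Pdcd1 at -1.19 in the combination library.

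The seventh comparison asked whether interferon-stimulated genes, which STING activation induces early, differed on day 14. In macrophages and monocytes the median log2 ratio of the 30 genes was -0.30 (-0.32 to -0.28) for ADU-S100, at percentile 0 of random lists, with 27 genes lower, and all genes of the class had a median of -0.21. It was -0.03 (percentile 24.0) for anti-LTβR and -0.17 (percentile 0.09) for the combination, with 25 genes lower. TMM factors moved this family most, and in neutrophils the medians of -0.27 for ADU-S100 and -0.11 for anti-LTβR became 0.21 and 0.16, so no direction is read there. TMM factors shifted the median of all genes by 0.47, 0.27 and 0.20 in neutrophils, by 0.34 in B class cells with ADU-S100 and by 0.17 in macrophages and monocytes with ADU-S100. In neutrophils the combination stood at -0.12 (percentile 9.83). In T cells the medians were -0.08 (percentile 39.5), -0.12 (percentile 1.4) and -0.05 (percentile 43.8), and in DC -0.10 (percentile 12.6), 0.05 (percentile 87.2) and -0.20 (percentile 0.1). Few genes of the list had enough UMIs in B and NK cells. The medians were 0.00084 on 5 genes, -0.19 on 7 and 0.03 on 10 in B cells (percentiles 81.9, 2.96 and 31.9), and -0.17 on 6, -0.36 on 9 and -0.36 on 3 in NK cells (percentiles 11.2, 0 and 0.47).

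The eighth comparison named single genes within classes by the fixed rule. In macrophages and monocytes with ADU-S100, Ereg (ENSMUSG00000029377) had 221 UMIs against 0, of which 74 were in 1 cell. The exact interval of this ratio has a lower bound of 36.3-fold, and the limit of 3 counts gives 45.0-fold. Cxcl1 (ENSMUSG00000029380) was higher by 4.52 (4.11 to 4.99) and Csf3 by 4.30 (3.51 to 5.38), and Asb2 and Adam23 stood at -2.57 and -2.15. With anti-LTβR, P3h2 (ENSMUSG00000038168) was higher by 3.24 (2.53 to 4.15), Retnla by 2.69 and Cxcl1 by 2.58, and Fat3, Gbp2b and Rad54l stood at -1.29, -1.25 and -1.24. With the combination, Stac was higher by 2.34 and St8sia6 by 2.26, and Fat3, Ch25h (ENSMUSG00000050370) and Slco2b1 stood at -2.33, -1.98 and -1.66. No doublet removal moved single genes most, and Fcrl5 in B cells with anti-LTβR went from 3.43, on 5 UMIs in the untreated library, to 1.10.

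In T cells, Igfbp4 (ENSMUSG00000017493) was higher by 2.28 (1.85 to 2.75) with anti-LTβR and by 3.24 (2.81 to 3.71) with the combination, on 50 UMIs in the untreated library, and Dapl1 by 2.17 with the combination. Both are on the naive-like marker list. Slpi was higher by 2.46 with the combination and Kcnma1 by 2.06 with anti-LTβR. The 409 Slpi UMIs of the combination library were spread over 337 T class cells. Free RNA was not tested for Slpi and stays open. Galnt18 (ENSMUSG00000038296) stood at -4.47 (-5.36 to -3.78) with ADU-S100 and at -1.66 with anti-LTβR. With ADU-S100, Cxcl2, Il1b and Plaur were higher by 2.53, 2.33 and 2.12, and in the other classes Cxcl2 had a median ratio of 1.94. Tmprss6 and Tmem273 stood at -2.07 and -1.95. With anti-LTβR, ENSMUSG00000121360 was higher by 1.95, and Rasal2 and Klrh1 stood at -1.79 and -1.60. With the combination, Cyp51 and Gzmc stood at -1.71 and -1.66, but 3 cells held 293 of 530 Gzmc UMIs in the untreated library and 81 of 99 with the combination.

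In DC, Cxcl3 (ENSMUSG00000029379) and Clec4e were higher by 4.26 (3.71 to 4.94) and 3.18 with ADU-S100, on 25 and 37 UMIs in the untreated library, where 3 cells held 21 and 25 of them, and 264 of 380 Cxcl3 UMIs with ADU-S100 were in 3 cells. Gfra2 was higher by 1.99 with anti-LTβR and 2.02 with the combination, and Mt2 by 2.13 with the combination. Grm8 and Mctp2 stood at -2.04 and -1.92 with the combination, and Diaph3 at -1.76 with ADU-S100 and -1.51 with anti-LTβR. Both Grm8 and Mctp2 were among the top 10 genes of 1 DC cluster. That cluster held 69, 62, 61 and 28 of 656, 511, 782 and 805 DC. Its smaller share with the combination may give both ratios, without a lower level within cells. In NK cells, Ifitm2 was higher by 2.26 with ADU-S100 and 1.49 with anti-LTβR, Slc24a3 by 1.59 with anti-LTβR and Ell2 by 1.37 with the combination, and Cd226 stood at -1.19 with the combination. Of 251 Cxcl2 UMIs in NK cells with ADU-S100, 202 were in 1 cell. In B cells with ADU-S100, Ccl4, Cxcl2 and Ptgs2 were higher by 3.46, 2.75 and 2.58 (1.93, 1.64 and 1.67 with no doublets removed). Of 642 Cxcl2 UMIs, 425 were in 3 cells. With ADU-S100, H2-Eb1 and H2-Aa stood at -2.31 and -2.31 (-1.97 and -1.97 with TMM factors). In the untreated library, 3 cells held 232 of 488 H2-Eb1 UMIs and 3 cells held 211 of 424 H2-Aa UMIs. H2ac8 stood at -2.17, -3.15 and -2.51, but 3 cells held 159 of its 196 UMIs in the untreated library. With the combination, S100a4 was higher by 2.25 on 14 UMIs in the untreated library.

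In neutrophils, Gbp5 and Gbp2 stood at -1.45 and -1.14 with the combination and Gbp7 and Gngt2 at -1.34 and -1.53 with anti-LTβR, with the shift by TMM factors given for this class. Hspa1a was higher by 1.53 with the combination. Nrg1 had 199 UMIs with ADU-S100 against 2, a 7.49-fold ratio (2.05 to 62.2) that fell to a log2 ratio of 0.56 with no doublets removed. Plagl1 had 364 UMIs against 6, a log2 ratio of 2.08 (1.05 to 3.65). Genes that the rule named and that are markers of the class they were measured in took part in naming the clusters and are not read as differences. They include Camp, Cstdc5 and Ngp in neutrophils, Lyz1 and Ear2 in macrophages and monocytes, Xcl1 in NK cells, Apol7c and Atp1b1 in DC, and Foxp3 in T cells.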

Values the study reported

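The paper describes pooling 10 tumours per group for the single-cell libraries. By flow cytometry, it gives an average of 27% B cells among the lymphocytes infiltrating tumours under the combination. In its single-cell data, memory CD8 T cells rose 3-fold or more with the LTβR agonist and with the combination. In bulk RNA of whole tumours, it describes Il10 falling to 0.5 of the untreated level and Tbx21 rising 2-fold under the combination.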

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

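All tests in this part were chosen in their present form after the result was seen. In each case an agonist's effect on a class share went in opposite directions with and without the other agonist. With 1 library per group, the difference between the 2 effects was not tested.

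For the B class, adding ADU-S100 to anti-LTβR went with a ratio of 1.74 (1.57 to 1.92), whereas ADU-S100 alone went with 0.373 (0.279 to 0.499) against untreated. Dilution by neutrophils was weighed for the fall. With neutrophils out of the denominator the ratio was 0.550 (0.411 to 0.736), which argues against dilution as the whole cause and leaves it open as a part. The fall was not seen among lymphocytes. As a share of B, T and NK cells, the ratio for ADU-S100 was 1.24 (0.934 to 1.64) and that of the combination to anti-LTβR 1.97 (1.79 to 2.16), so the opposite directions hold for shares of leukocytes and not for shares of lymphocytes. A lower yield of all lymphocytes with ADU-S100 stays open. The depth of the libraries was weighed for the rise, and after thinning to 2000 UMIs the ratio of the combination to anti-LTβR was 1.74 (1.54 to 1.96), which argues against it. Free immunoglobulin RNA in other cells was weighed too. Cells with at least 2 of Cd79a, Cd79b, Ms4a1 and Mzb1 were 0.815, 0.363, 2.93 and 3.84% of leukocytes. The ratio of the combination to anti-LTβR was 1.31 (1.15 to 1.49), on a call made in 0 of 1815 T class cells of the combination library and in 6 of 13357 leukocytes outside the B class. This argues against free RNA as the whole cause. The ratio was smaller than for the class, and without Mzb1, which marks plasma cells, it was 1.13 (0.980 to 1.31), where no difference was detectable. The call needs UMIs of at least 2 genes, and lower depth may lower both ratios. Median B class UMIs were 2546 in the combination library against 5529.5 with anti-LTβR. A difference in dissociation, sorting or capture between single libraries, and an effect of the agonists, both stay open, as untested.

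For the T class, adding anti-LTβR to ADU-S100 went with a ratio of 2.19 (2.02 to 2.37), whereas anti-LTβR alone went with 0.805 (0.759 to 0.853). With neutrophils out of the denominator the ratio of the combination to ADU-S100 was 1.53 (1.41 to 1.65), which argues against dilution by neutrophils as the whole cause. After thinning it was 1.67. Dilution stays open as a part of it, and a difference between single libraries or between treatments stays open, as untested.

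For DC, adding anti-LTβR to ADU-S100 went with a ratio of 1.45 (1.30 to 1.61), whereas anti-LTβR alone went with 0.674 (0.610 to 0.744). With neutrophils out of the denominator the ratio of the combination to ADU-S100 was 1.01 (0.906 to 1.12). The opposite directions may therefore come from the many neutrophils in the ADU-S100 library, which lower the share of all other classes. No effect of anti-LTβR on DC in the presence of ADU-S100 was detectable once they were left out.

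For neutrophils, adding anti-LTβR to ADU-S100 went with a ratio of 0.236 (0.223 to 0.250), whereas anti-LTβR alone went with 1.18 (1.06 to 1.32). Loss of shallow cells at the limits was weighed for the fall. Only 52, 46, 31 and 51 deposited barcodes were under the minimum of genes, and with those of the combination library counted as neutrophils and those of the ADU-S100 library as other cells the ratio would be 0.246. Counting every removed or unnamed cell of the combination library as a neutrophil, and no removed cell of the ADU-S100 library, would give 0.793 (0.765 to 0.822), which argues against such a loss as the whole cause. Shallow cells lost before deposition are not covered. The rise with anti-LTβR alone may hold only for cells with few UMIs, since among cells of 2000 UMIs or more, thinned, the ratio was 0.830 (0.695 to 0.990). A difference in how neutrophils survived dissociation, sorting or capture, and an effect of the agonists, stay open for the fall, as untested.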

How the results depend on the processing

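The alternatives without ribosome-poor cells and without neutrophils in the denominator were chosen after seeing the data, and all others beforehand. A value counts as moved when it left the 95% interval of the reported one, which covers counting error only, and the cause of the moves was not tested unless stated. It counts as reversed when its direction changed and the reported interval had excluded no difference. A change of direction from a reported interval that held no difference counts as moved or not by its size, as for Ighe with ADU-S100 and the neutrophil median with the combination. No paired analysis was possible because the libraries carry no pairing between groups. The minimum of genes as the only limit moved none of the values it gave.

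The B class ratios kept their direction under all 8 alternatives. The ratio to untreated ran from 0.346 to 0.550 for ADU-S100, from 2.51 to 3.32 for anti-LTβR and from 4.71 to 5.38 for the combination. The T class ratios for the combination ran from 0.447 to 0.632 and the neutrophil ratios for ADU-S100 from 5.62 to 8.63. Of 235 class values, 176 stayed within the interval, 51 moved and 8 reversed.

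With no doublets removed, the T class ratio for ADU-S100 was 0.244 and that of the combination to ADU-S100 2.46, and for macrophages and monocytes these were 0.902 and 1.27. At doubled resolution the T class values were 0.240 and 2.45. NK was 1.11 for anti-LTβR and 0.693 for the combination against anti-LTβR. Macrophages and monocytes were 0.976 for ADU-S100, 1.04 for the combination, 1.07 for the combination against ADU-S100 and 0.898 against anti-LTβR. At halved resolution they were 0.841, 1.07, 1.28 and 1.04, and 1.03 for anti-LTβR.

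With thinning, the T class was 0.447 for the combination, 1.67 for the combination against ADU-S100 and 0.534 against anti-LTβR. NK was 0.563 for ADU-S100, 0.447 for the combination and 0.389 for the combination against anti-LTβR, and the combination against ADU-S100 reversed to 0.795. Macrophages and monocytes reversed to 1.04 for ADU-S100, and were 1.12 for the combination against ADU-S100. Neutrophils were 8.63 for ADU-S100 and 0.0360 for the combination against ADU-S100, and reversed to 0.830 for anti-LTβR, 0.311 for the combination and 0.374 for the combination against anti-LTβR. DC was 1.04 for the combination against anti-LTβR. Thinning leaves out shallow cells by construction, 46.0% of kept cells in the combination library and 93.1% of its neutrophils, which limits all neutrophil values of that library.

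Without clusters, the T class was 0.248 for ADU-S100 and 2.38 for the combination against ADU-S100, the B class 2.14 for the combination against anti-LTβR and NK 1.46 for the combination against ADU-S100. Macrophages and monocytes were 0.773 for ADU-S100, 1.01 for anti-LTβR and 0.965 for the combination against anti-LTβR, and reversed to 0.976 for the combination.

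Without ribosome-poor cells outside the neutrophil class, the T class was 0.242 for ADU-S100 and 2.62 for the combination against ADU-S100. Macrophages and monocytes were 0.803, 1.03 and 1.05 for ADU-S100, anti-LTβR and the combination, and 1.31 for the combination against ADU-S100. DC was 0.387 for ADU-S100 and 1.75 for the combination against ADU-S100. All neutrophils stayed in that denominator, where their share with ADU-S100 was 43.4% in place of 36.3%. Leaving neutrophils out of the denominator raised the ratios for ADU-S100 by its construction. They were 0.407 for T, 0.550 for B, 0.626 for NK and 0.640 for DC, and 1.38, reversed, for macrophages and monocytes. The combination against ADU-S100 was 1.53, 8.81, 1.28 and 1.01 for T, B, NK and DC, and 0.862, reversed, for macrophages and monocytes, which were 1.19 for the combination against untreated.

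Of 54 B subset values, 51 stayed within the interval. Without clusters, memory-like cells were 3.85 for anti-LTβR and plasma-like cells 5.03 for the combination, which was 4.91 with thinning. Of 69 isotype values, 66 stayed. Without ribosome-poor cells IgM was 14.2 for anti-LTβR and 20.9 for the combination, and with cells chosen by 2 B cell genes IgG was 2.93 for anti-LTβR.

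Of 95 CD4 values, 84 stayed and 11 moved. Without clusters, naive-like cells were 1.71 for anti-LTβR and 2.05 for the combination, Th1-like 0.742, Th17-like 0.680 and Tfh-like 14.8 for the combination, Th2-like 0.343 and Tfh-like 6 for ADU-S100, and Treg-like 0.603 for anti-LTβR and 0.6003 for the combination. Th1-like cells were 0.524 for anti-LTβR at doubled resolution and 1.82 for the combination with thinning. With no doublets removed, with the minimum of genes only, at halved resolution and with thinning, no cluster was named Tfh-like, so these gave no Tfh-like value. Thinning also gave no naive-like ratio for ADU-S100. Thinning, a minimum of 10 UMIs and leaving out ribosome-poor cells gave no IgD ratio for ADU-S100.

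Of 108 CD8 and lineage values, 91 stayed, 16 moved and 1 reversed. Memory-like cells for anti-LTβR were 5.68 at halved resolution and 5.67 with thinning. For the combination they were 2.45 with no doublets removed, 7.14 at halved resolution, 6.25 with thinning and 2.37 without clusters. Effector or exhausted cells for ADU-S100 were 0.422 with no doublets removed, 0.863 at doubled and 0.441 at halved resolution and 0.823 with thinning. For anti-LTβR they were 0.890 at doubled resolution. For the combination they were 0.364 with no doublets removed and 0.654 without clusters, and reversed to 1.24 at doubled resolution. With thinning, CD4 cells of leukocytes were 0.269 and CD8 cells 0.561 for the combination. Treg-like cells of leukocytes were 0.462 for anti-LTβR without clusters.

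Of 72 medians of the interferon-stimulated list, 61 stayed, 9 moved and 2 reversed. TMM factors add 1 shift to every gene of a comparison by construction. With them the medians were 0.34 in B cells, -0.13 in macrophages and monocytes and 0.21, reversed, in neutrophils for ADU-S100, 0.16, reversed, in neutrophils and 0.069 in DC for anti-LTβR, and -0.10 in macrophages and monocytes and 0.080 in neutrophils for the combination. A minimum of 50 UMIs gave -0.41 in B cells and -0.24 in neutrophils for anti-LTβR. Macrophages and monocytes were -0.11 for the combination at doubled resolution, and neutrophils -0.17 with no doublets removed.

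Of the 291 values of the fixed list, 71 moved and 4 reversed. All deposited cells in place of kept cells moved 55 of 105 and reversed 4, which are Ltb at 0.081 and Stat4 at 0.21 for anti-LTβR and Il12rb2 at 0.0043 for ADU-S100 and 0.16 for the combination. No doublet removal moved 12 of 105, and immunoglobulin genes out of the total 4 of 81. Of the single genes named within classes, TMM factors moved 5 of 108, no doublet removal 20 and doubled resolution 11, and none reversed. With a minimum of 50 UMIs, which brings in more genes by construction, 19 of the 108 were still named.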

Other observations

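Of the tests in this part, the comparison of long and short genes in ribosome-poor cells was chosen before its result was seen, and all others were chosen after.

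The B class made up 32.0% of B, T and NK cells in the combination library, which is a share of clustered cells, whereas the flow cytometry of the paper took all gated lymphocytes of other tumours. The Il10 and Tbx21 levels here are of sorted leukocytes, whereas the paper measured whole tumours. Memory-like CD8 cells here had ratios to untreated of 3.05 with anti-LTβR and 3.4 with the combination.

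IgG UMIs were found in cells of every class. Free RNA in the droplets was weighed first. In the combination library the largest mean number of IgG UMIs per cell among the T, NK, macrophage and monocyte, neutrophil and DC classes was 1.13 times the smallest, although median total UMIs of these classes differed 3.22-fold, which is consistent with free RNA. It was 1.34 times with ADU-S100 and 1.12 times with anti-LTβR. In the untreated library it was 2.06 times, and 1.61 times without the top cell of each class, of which 1 macrophage or monocyte held 324 IgG UMIs. This argues against equal free RNA as the source of all IgG UMIs there. Doublets with plasma cells were weighed next, and an IgG UMI in 60.9% of T class cells is far above any doublet share, which argues against them as the whole cause. No biological explanation was tested.

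Of cells outside the neutrophil class, 23.9, 25.9, 16.0 and 20.9% had under 2.5% of UMIs from ribosomal protein genes. Bare nuclei would have less mitochondrial RNA than other cells, but in T class cells the median mitochondrial percent of ribosome-poor cells was 1.17 to 1.37 times that of the others over the 4 libraries, which argues against bare nuclei. The longest genes stood higher than the shortest in these cells by a difference of 3.52 to 3.97 in median log2 ratio. The pattern is consistent with cells that lost cytosolic RNA and kept nuclear RNA, which may have happened during dissociation or sorting. No biological explanation was tested.

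In each library, 1 pair of heavy and light chain variable genes was the most frequent among cells with at least 20 UMIs of each, at 90% or more from 1 gene. The pairs were Ighv14-2 with Igkv4-74 in 13 of 53 cells of the untreated library, Ighv1-69 with Igkv1-117 in 4 of 40 with ADU-S100, Ighv3-6 with Igkv12-44 in 51 of 230 with anti-LTβR, and Ighv1-39 with Igkv8-30 in 45 of 381 with the combination. In all 4 libraries these cells were plasma-like. Over the libraries, at least 76.5% of cells with the heavy chain gene had the light chain gene, against at most 5.56% of the other cells. The pairs were chosen as the most frequent in the same cells, which favours such a difference. Expanded clones are therefore left open. The sequences that would tell clones from shared gene use are not used here, and the pairs were also found in 15, 2, 15 and 2 cells of the other libraries. Without the cells of the most frequent pair, the B class ratio of the combination to untreated was 5.11 (4.16 to 6.27), which argues against the pair as the cause of the higher share.

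Il10 over all leukocytes stood 0.77 (0.64 to 0.90) higher on the log2 scale in the combination library than in the untreated one. B class cells held 76, 279, 620 and 673 of its UMIs. Without the B class the log2 ratio was 0.0088 (-0.15 to 0.17), so the higher level may come from B class cells. Their larger share is not all of it. Within the B class Il10 was at 79.4 CPM in the untreated library and 142 CPM in the combination library, a log2 ratio of 0.83 (0.50 to 1.20), which argues against the share as the whole cause. With the untreated levels and the share of B class UMIs in each library, the log2 ratio over all leukocytes would be 0.39. With ADU-S100 the level without the B class was 41.8 CPM against 15.8 CPM in the untreated library, mostly in macrophages and monocytes, with 2503 against 422 UMIs.

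Cxcl2 and Il1b were among the genes with the largest rise in T class cells with ADU-S100, although myeloid cells are their usual source. If free RNA gave these UMIs, T and NK cells should hold like numbers. For Cxcl2 the number per T class cell was 1.05 times that per NK class cell, where 1 NK cell held 202 of 251 UMIs, and 3.68 times (2.75 to 5.02) without the top cell of each class. For Il1b it was 1.82 times, and 2.61 times (2.07 to 3.35) without the top cells. In T class cells, 3 cells held 543 of 1067 Cxcl2 UMIs and 269 of 912 Il1b UMIs. These values argue against an equal amount of free RNA as the whole cause for either gene, and leave it open as a part. A few T class cells with myeloid RNA, from doublets that were not removed, stay open, as untested.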
